A study of Mus musculus with 24 samples. Its data were reported in "STAT6 Transcription Factor Is a Facilitator of the Nuclear Receptor PPARγ-Regulated Gene Expression in Macrophages and Dendritic Cells" (2010).

How the data were processed

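Gene expression was measured in bone marrow-derived macrophages of 6 C57Bl/6 mice, 3 WT and 3 Stat6 KO, differentiated for 10 days with M-CSF at 20 ng/ml. Each mouse gave 4 cultures, with or without IL-4 at 20 ng/ml and with 1 µM RSG or its vehicle, a mix of DMSO and ethanol. Total RNA was hybridised to Affymetrix mouse whole-genome arrays, 1 array per culture. Groups and mouse numbers were taken from the labels, which put all 24 arrays in a group.

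The authors deposited 1 table of ratios on a linear scale. Per the study's methods, they processed the scans with GC-RMA and GeneSpring, scaled each array to its 50th percentile and divided each probe set by its median over the arrays. The methods name a further division, of each array by its own vehicle control; the deposited values do not carry it, since vehicle arrays are not at 1. The submitters' processing notes name GCOS and GCRMA without a version. A ratio of this kind holds no absolute level, so levels of different probe sets cannot be compared and signal over background is unknown. The ratios ran from 0.01 to 1949.69; 37 values in 27 probe sets were at the lowest value, where folds are bounds set by that floor. The median over the arrays was 1 within 0.001 for 38889 probe sets (86.35%) and below 1 for 6148 (13.65%), and the sources used here do not give the reason. No 2 arrays held identical values, and the table had 0 unused columns of samples. The 3′ minus 5′ difference lay between -0.103 and 0.155 for Gapdh and between -0.152 and 0.124 for actin, on ratios, which hide a bias shared by all arrays.

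Values were taken to log2 without further scaling. Of 45101 probe sets, 64 Affymetrix controls were left out and 45037 were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of variance on mean), fitting all 24 arrays in 8 groups with 16 residual and 1.94 prior degrees of freedom. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold, the thresholds of the study's methods; tests were two-sided. The 13 comparisons were IL-4 and RSG responses within a genotype, KO against WT, and the interactions of IL-4, RSG and genotype. The trend uses the mean of log2 ratios, which is not a level here. For 108 probe sets it widened the SE by more than 1.5-fold and for 27 by more than 2-fold, against a median factor of 0.988 and a lowest of 0.828. Among these are the mast cell and basophil markers Mcpt8 (factor 48500), Hdc (8.04) and Fcer1a (4.02) and the granule marker Ctsg (7.36). Members of other lists are also among them, such as Slc7a2 of alternative activation (9.76), the osteoclast marker Ctsk (2.48) and proinflammatory Tlr2 (1.86). A missing call for such a gene says little.

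Gene names came from the platform annotation: 34945 probe sets had 1 symbol, 932 several and 9160 none listed, for 18193 genes in all. Of single-symbol probe sets 34741 matched by identifier to a RefSeq gene table of assembly GRCm38.p6, used for names and for the neighbours of Stat6 only; 0 symbols changed. Genes were named by a rule with 3 parts: 16 genes of the study's text, of which 13 had a probe set named here and some are not reported here; the 8 largest called changes in each direction with arrays that did not overlap between groups, which 10% of 3-against-3 comparisons show by chance; and up to 4 called members of each list. A gene was represented by its probe set with the highest mean log2 ratio, which on these values need not be the brightest one.

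The 25 gene lists covered macrophage activation, lipid metabolism, other pathways, markers of other cell types and neighbours of Stat6. They were tested with limma's camera at a preset correlation of 0.01 and adjusted over 325 tests, 25 lists in 13 comparisons. With an estimated correlation 25 of the 107 list calls held. Shares have Wilson intervals at 95%.

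The same mouse gave all arrays with its number, so the numbers pair the arrays. Same-mouse arrays hardly deviated together, with a mean correlation of deviations of 0.011 (-0.023 to 0.046) and 0 of 36 pairs above 0.1. The method was tested on simulated data for the RSG response with IL-4 in WT over 45037 probe sets. Of 50 probe sets changed 1.5-fold, 2-fold, 4-fold and 8-fold, 4%, 24%, 40% and 60% were called, and 3 of 67 calls were false. Unchanged comparisons gave 0 calls with limma.

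Groups, tests, gene lists and the naming rule were fixed before the data were examined, as were these alternatives: the mouse as a block, the methods' t-test, fits on the compared arrays alone, quantile normalization, centring of each array, no variance trend and leaving out each mouse or array. The methods' t-test was run on the deposited ratios, without the division by the vehicle control, and counts probe sets. A planned filter on the mean was not run, because a mean of ratios is no level; testing only probe sets with a median of 1 replaced it. That setting and leaving out arrays that stood apart were chosen after seeing the data.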

Results

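Bone marrow-derived macrophages, which are grown from mouse marrow with the growth factor M-CSF, were cultured from 3 wild-type (WT) and 3 Stat6 knockout (KO) C57Bl/6 mice. STAT6 is the transcription factor that the IL-4 receptor activates. Rosiglitazone (RSG) is a synthetic ligand of the nuclear receptor PPARγ, a regulator of lipid uptake and storage. Cells were kept for 10 days with or without IL-4 at 20 ng/ml and with vehicle or 1 µM RSG, and M-CSF at 20 ng/ml was present throughout. One array per mouse and condition gave 24 arrays in 8 groups of 3. The question behind the design was how IL-4 and STAT6 change the response of macrophages to a PPARγ ligand. Each value was a ratio to the probe set's own median over the arrays, so no absolute level is known and the number of arrays limits the precision. Changes below are differences of mean log2 ratios ± SE from limma with 3 arrays per group, and a probe set was called at an adjusted p under 0.05 with at least a 1.5-fold change. The first 3 principal components held 14.9%, 10.8% and 5.4% of the variance.

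The targeted gene was measured first. On the tested Stat6 probe set, the log2 ratio lay between 0.71 and 1.14 on the 12 WT arrays and between -2.12 and -1.48 on the 12 KO arrays. A separate Stat6 probe set gave 0.73 to 1.15 in WT and -2.03 to -1.56 in KO. Where these probes lie relative to the deleted part of the gene was not examined. No array contradicted its genotype label.

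Without IL-4 or RSG, few genes were called as different between KO and WT macrophages. Stat6 fell by 2.46 ± 0.21 in KO (adjusted p = 1.3e-05). Pla2g7, which encodes a lipoprotein-associated phospholipase, fell by 2.14 ± 0.19, and Atp10d, a lipid flippase gene, fell by 2.60 ± 0.20. Prdx2, a peroxide-reducing enzyme, rose by 0.88 ± 0.12. Among the 42 measured neighbours of Stat6 on its chromosome, 1 gene fell, and the count was also 1 adjusted over the list alone (median -0.18, adjusted p = 0.624 with an estimated correlation). That gene was Rnf41, a ubiquitin ligase, with a change of -0.80 ± 0.12; it was not called without mouse 1 or 2 (adjusted p 0.0577 and 0.0788). Among 10 genes of IL-4 receptor signalling, Stat6 itself was the 1 that fell, also 1 adjusted over the list alone (adjusted p = 0.333 with an estimated correlation). In all, 15 probe sets were higher and 63 lower in KO. Leaving out mouse 1, 2, 3, 4 or 5 gave 40, 45, 41, 37 or 41 calls, and leaving out the control vehicle array of mouse 1, 2, 4 or 5 gave 41, 35, 34 or 47. A fit on the 6 compared arrays alone called 0 probe sets with limma, as did the methods' t-test after adjustment, against 1716 at its unadjusted p. In the fit on all arrays, 4358 passed at limma's unadjusted p. Quantile normalization gave 244 calls and the fit without a variance trend 49. Markers of stromal fibroblasts stood apart on some of these arrays: the list mean was 1.58, 3.21 and -0.55 on the WT control vehicle arrays of mice 1, 2 and 3, against -0.49, -0.36 and 0.47 in KO, and 48 probe sets were called without the WT control vehicle array of mouse 2 and the KO control RSG array of mouse 6, the arrays with the highest stromal means (stromal-high arrays). Leaving out also the WT control vehicle array of mouse 3 left 1 array in that group. The changes were then 0.84 for Prdx2 and -0.81 for Rnf41. Whether their calls were kept is not interpreted, although the gene tallies below count it.

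IL-4 changed the WT transcriptome widely. The chitinase-like genes Chil3 and Chil4, markers of alternatively activated macrophages, rose by 2.89 ± 0.39 and 6.27 ± 0.92 on the log2 scale. Pparg, which encodes PPARγ itself, rose by 2.43 ± 0.23 (adjusted p = 6.1e-07). Cd36, a scavenger receptor for oxidized lipids, rose by 2.45 ± 0.19 and Mgll, a monoglyceride lipase, by 2.72 ± 0.27. Fabp4, the fatty acid binding protein of adipocytes and macrophages, rose by 0.79 ± 0.16, and Mrc1, the mannose receptor, by 1.01 ± 0.20. Fabp4 was not called in the fit on the compared arrays alone (adjusted p = 0.063). The methods' t-test did not call Fabp4, Mrc1, Chil3 or Chil4 (adjusted p 0.101, 0.0816, 0.0676 and 0.0584). Falling genes were led by products of neutrophil granules and of myeloid inflammation: Ngp fell by 6.71 ± 0.50, Lcn2 by 5.99 ± 0.55 and S100a9 by 6.45 ± 0.49. Stab1, a scavenger receptor, fell by 5.57 ± 0.34.

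By group, 18 of 23 measured genes of alternative activation rose with IL-4 in WT and 1 fell, or 19 and 1 adjusted over the list alone, with a median change of 3.52 (adjusted p = 0.0864 with an estimated correlation). Of 20 genes of PPAR-regulated lipid uptake and storage, 11 rose, or 12 adjusted over the list alone (median 0.84, adjusted p = 0.0621 with an estimated correlation). Among 23 proinflammatory cytokines and mediators 14 fell, and adjusted over the list alone 16 fell and 2 rose. Their median was -1.54 and the list call held with an estimated correlation (adjusted p = 0.01). Tlr2, a receptor for bacterial lipopeptides, fell by 5.20 ± 0.46 and the chemokine gene Cxcl2 by 4.49 ± 0.41. Of 19 proliferation genes, 14 fell and 1 rose, with the same counts adjusted over the list alone (median -1.57, adjusted p = 0.145 with an estimated correlation), among them Mki67 at -3.76 ± 0.28 and Top2a, the replication topoisomerase, at -2.27 ± 0.29. Of 10 osteoclast markers, 6 rose, or 7 adjusted over the list alone (median 2.08, adjusted p = 0.0821 with an estimated correlation), including the phosphatase gene Acp5 at 4.91 ± 0.52. Of 11 neutrophil and granule precursor markers, 7 fell, or 8 adjusted over the list alone (median -3.91, adjusted p = 0.0978 with an estimated correlation). Glycolysis and hypoxia genes rose in 8 of 15 cases and fell in 1, or 8 and 2 adjusted over the list alone (adjusted p = 0.458 with an estimated correlation), and the glucose transporter gene Slc2a1 rose by 1.55 ± 0.21. Of 15 cholesterol synthesis genes, 8 fell and 1 rose, also adjusted over the list alone (adjusted p = 0.622 with an estimated correlation), with the isomerase gene Idi1 at -2.57 ± 0.30. Of 17 markers of stromal fibroblasts 2 fell, also 2 adjusted over the list alone (median -1.63, adjusted p = 0.739 with an estimated correlation); the list mean was 1.41 ± 1.88 on WT control vehicle arrays, with 1.58 and 3.21 on those of mice 1 and 2, and -0.33 ± 0.33 on WT IL4 vehicle arrays (SD, n = 3). Of 12 macrophage identity genes 4 fell and 1 rose, or 5 and 1 adjusted over the list alone (median -0.26, adjusted p = 0.55 with an estimated correlation), with a list mean of 0.17 ± 0.09 without and -0.70 ± 0.18 with IL-4 (SD, n = 3).

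Across the array, 3201 probe sets (2003 genes) rose and 2715 (1701 genes) fell with IL-4 in WT. Retnla, a secreted marker of alternative activation, rose by 7.06 ± 1.65. It was not called without the WT control vehicle array of mouse 1 (5.80, adjusted p = 0.0967) or mouse 2 (5.69, adjusted p = 0.109). Nor was it called after quantile normalization (4.69, adjusted p = 0.0633) or among probe sets with a median of 1 (adjusted p = 0.225). The call was also lost without the stromal-high arrays (5.69, adjusted p = 0.444). It was lost as well in the fit on the compared arrays alone (adjusted p = 0.99) and with the methods' t-test (adjusted p = 0.218). The WT control vehicle array of mouse 3 carried raised levels of IL-4-induced genes, reaching 28.5% of the IL-4 level for Retnla and 21.4% for Chil3. Leaving out this array and the stromal-high arrays left 1 WT control vehicle array, that of mouse 1. The changes were then 0.65 for Mrc1 and 0.51 for Fabp4. With 1 array in a group, whether a call was kept is not interpreted, although the gene tallies below count it. The WT count was 3653 from the 6 compared arrays alone and 2914 with the methods' t-test.

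In KO cultures IL-4 raised genes of other blood cell types and of the interferon response. Which cells of the cultures expressed these genes was not tested. Gzmb and Gzmc, granzymes of cytotoxic lymphocytes, rose by 10.10 ± 1.25 and 7.54 ± 0.94. Gzmc was not called in the fit on the compared arrays alone (adjusted p = 0.481). Il6, an inflammatory cytokine, rose by 8.97 ± 1.17. Ifit3, an antiviral gene induced by interferon, rose by 4.46 ± 0.26 (adjusted p = 3.6e-09). Chil3 rose by 2.35 ± 0.39. Mrc1 fell by 1.11 ± 0.20. Pparg changed by 0.51 ± 0.23 (adjusted p = 0.166) and Cd36 by 0.37 ± 0.19 (adjusted p = 0.212), which did not pass the test. Rasgrp3, a Ras exchange factor, fell by 4.12 ± 0.53.

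All 20 measured interferon-stimulated genes rose with IL-4 in KO, also 20 adjusted over the list alone, with a median of 3.78 (adjusted p = 0.00163 with an estimated correlation). In WT, 9 of the 20 fell and 1 rose with IL-4, the same counts as adjusted over the list alone (median -0.63, adjusted p = 0.333 with an estimated correlation). Of 10 mast cell and basophil markers, 8 rose in KO, also 8 adjusted over the list alone (median 6.58, adjusted p = 0.0104 with an estimated correlation), among them the carboxypeptidase gene Cpa3 at 7.34 ± 1.48 and the chymase gene Cma1 at 7.23 ± 1.30. Both of these were lost when only probe sets with a median of 1 were tested (adjusted p 0.226 and 0.152). Neutrophil and granule precursor markers rose in 9 of 11 cases, or 11 adjusted over the list alone (median 3.22, adjusted p = 0.0281 with an estimated correlation), with the protease gene Prtn3 at 5.88 ± 0.73 and the peroxidase gene Mpo at 5.51 ± 0.79. Lymphocyte markers rose in 7 of 11, and adjusted over the list alone 9 rose and 2 fell (median 3.44, adjusted p = 0.0264 with an estimated correlation), with the T-cell receptor subunit gene Cd3d at 7.13 ± 0.82. Erythroid and megakaryocyte markers rose in 5 of 9, also 5 adjusted over the list alone (median 1.30, adjusted p = 0.00693 with an estimated correlation). Eosinophil markers rose in 3 of 6, or 4 adjusted over the list alone (median 2.49, adjusted p = 0.0629 with an estimated correlation). Proinflammatory genes rose in 11 of 23, also 11 adjusted over the list alone (median 0.95, adjusted p = 0.0244 with an estimated correlation), including the chemokine gene Ccl5 at 5.06 ± 0.56. Proliferation genes rose in 13 of 19, or 15 adjusted over the list alone (median 1.17, adjusted p = 0.0821 with an estimated correlation), and alternative activation genes rose in 10 of 23 and fell in 1, also adjusted over the list alone (median 2.11, adjusted p = 0.201 with an estimated correlation).

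In total 1947 probe sets (1230 genes) rose and 3321 (2228 genes) fell with IL-4 in KO, so 37.0% of calls were increases. That share was 47.5% after quantile normalization and 54.3% when each array was centred on its median. The median log2 ratio of all probe sets was -0.159 in the KO IL4 vehicle group against -0.012 in KO controls, and 0.055 against 0.016 in WT. The KO count was 2986 from the 6 compared arrays alone and 3157 with the methods' t-test.

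The difference between genotypes in the IL-4 response was tested directly. The IL-4 change was higher in WT than in KO for Pparg by 1.92 ± 0.33 (adjusted p = 4.9e-04), Cd36 by 2.08 ± 0.26, Fabp4 by 1.30 ± 0.22 and Mrc1 by 2.12 ± 0.28. Hadha, a subunit of the mitochondrial trifunctional protein of fatty acid oxidation, had a higher change in WT by 1.42 ± 0.14. Differences for Chil3 (0.54 ± 0.56, adjusted p = 0.605) and Retnla (4.74 ± 2.33, adjusted p = 0.2) did not pass the test. Both genes were raised on the WT control vehicle array of mouse 3, which enters these differences. Their missing calls therefore do not show an equal IL-4 response in both genotypes. Some differences of the opposite sign were larger than those given above. The change was lower in WT for Fscn1, an actin-bundling protein gene (-10.10 ± 1.18), and Prg2, an eosinophil granule protein gene (-9.51 ± 1.18). It was also lower for Prtn3 (-9.20 ± 1.03) and Hp, which encodes haptoglobin (-8.81 ± 0.63). All 20 interferon-stimulated genes had a lower IL-4 change in WT, also 20 adjusted over the list alone (median -4.36, adjusted p = 0.00215 with an estimated correlation). So did 16 of 23 proinflammatory genes, or 18 adjusted over the list alone (median -3.70, adjusted p = 0.00109 with an estimated correlation), and 16 of 19 proliferation genes, or 17 adjusted over the list alone (median -2.68, adjusted p = 0.0281 with an estimated correlation). Of 21 genes of mitochondrial fatty acid oxidation, 12 had a higher change in WT, also 12 adjusted over the list alone (median 0.71, adjusted p = 0.385 with an estimated correlation). The test called 6688 probe sets, 67.9% of them with a higher change in WT; that share was 49.2% of 4235 calls after quantile normalization and 52.5% when arrays were centred. Leaving out the WT control vehicle arrays of mice 2 and 3 left 1 array in that group, so the count of that setting is not interpreted.

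Set side by side with IL-4 present, KO macrophages had lower Stat6 (-2.69 ± 0.21), Pparg (-2.28 ± 0.23, adjusted p = 5.2e-07), Cd36 (-2.33 ± 0.19), Mrc1 (-2.00 ± 0.20) and Fabp4 (-1.09 ± 0.16) than WT. Acp5, the acid phosphatase of osteoclasts, was also lower (-4.22 ± 0.52). Retnla and Chil3 were called lower in KO as well, but neither call held throughout. Retnla was lost in the fit on the compared arrays alone (-7.495, adjusted p = 0.586) and without mouse 4, 5 or 6 (adjusted p 0.359, 0.623 and 0.655). Chil3 was lost after quantile normalization (-0.993, adjusted p = 0.0789) and without mouse 2, 4, 5 or 6 (adjusted p 0.0776, 0.0904, 0.0698 and 0.0525). Of 20 interferon-stimulated genes 20 were higher in KO, also 20 adjusted over the list alone (median 4.02, adjusted p = 0.00467 with an estimated correlation), and of 23 proinflammatory cytokines and mediators 18 were higher, also 18 adjusted over the list alone (median 4.01, adjusted p = 0.00128 with an estimated correlation). Ifit1 was higher by 6.70 ± 0.21, Cxcl10, a T-cell chemoattractant, by 6.68 ± 0.37 and Mx1, an antiviral GTPase, by 6.06 ± 0.29. Ngp and Lcn2 were higher by 8.86 ± 0.50 and 8.72 ± 0.55, and Alox15, a lipoxygenase gene, by 5.05 ± 0.89. Markers of other blood cell types were also higher in KO IL4 vehicle than in WT IL4 vehicle arrays. The list means were 5.56 against -0.33 for mast cells and basophils and 3.38 against -3.45 for neutrophils and granule precursors. They were 2.49 against -0.49 for lymphocytes, while stromal means were -0.27 and -0.33. Of 23 alternative activation genes 16 were lower and 3 higher in KO, or 17 and 3 adjusted over the list alone (adjusted p = 0.548 with an estimated correlation), and of 21 fatty acid oxidation genes 15 were lower, also 15 adjusted over the list alone (adjusted p = 0.347 with an estimated correlation). In this comparison 3160 probe sets (1787 genes) were higher and 7834 (4566 genes) lower in KO. The 28.7% of calls that were higher became 43.8% of 7096 calls after quantile normalization and 46.8% when arrays were centred.

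**Figure D1:**
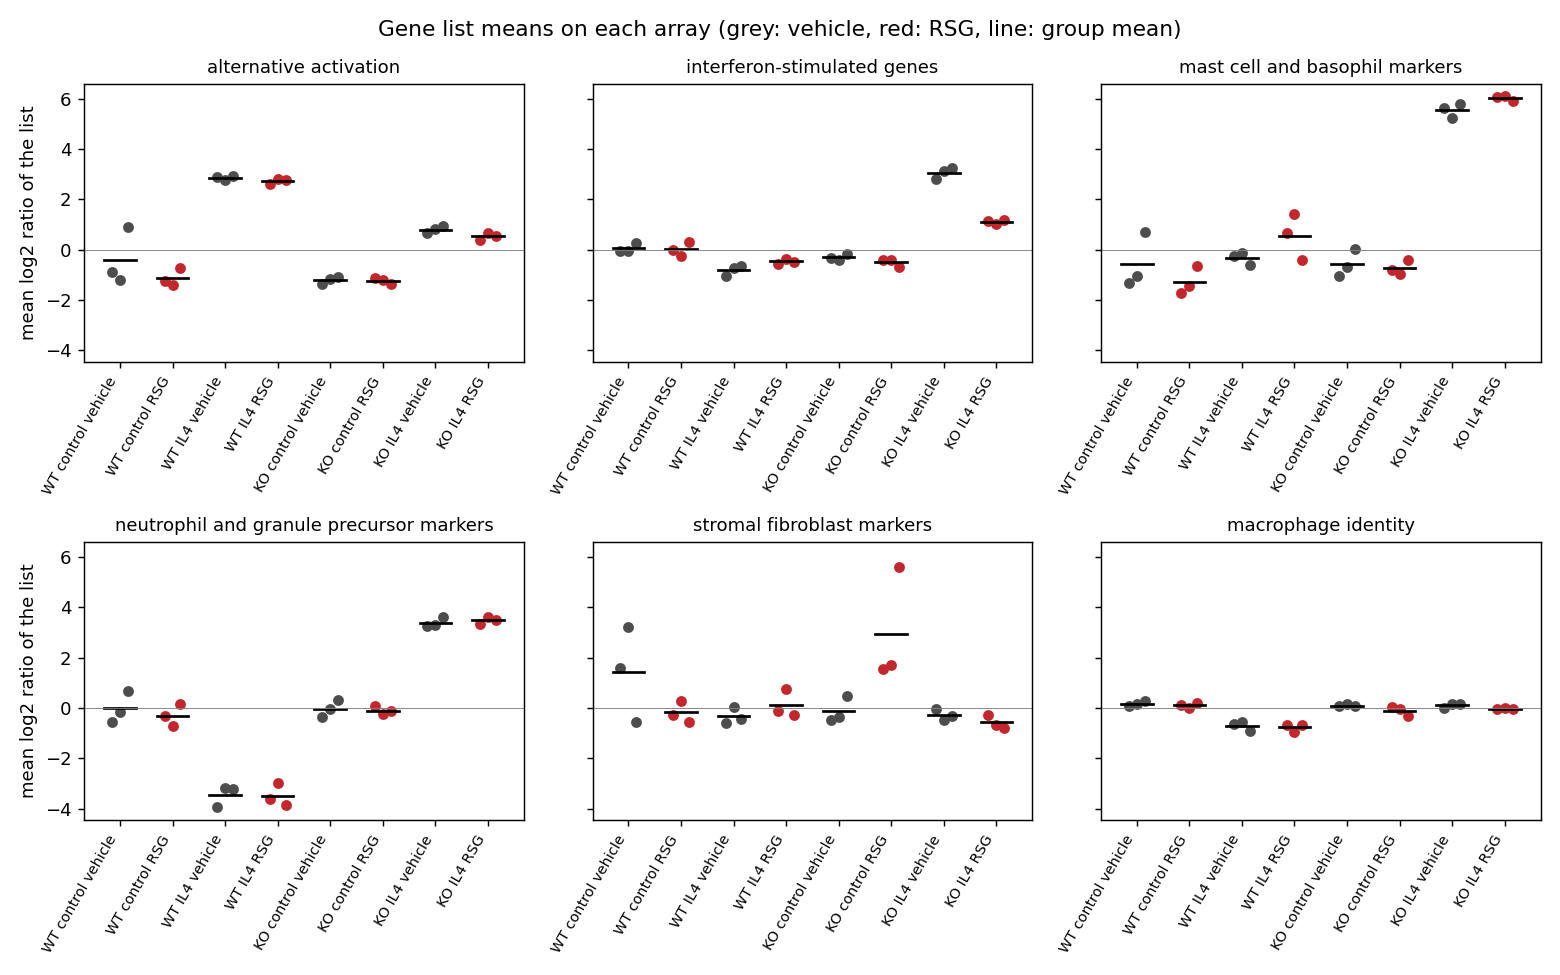
Mean log2 ratio of 6 gene lists on each of the 24 arrays, by group; points are arrays (grey for vehicle, red for RSG) and lines are means of 3 arrays. The interferon list averaged 3.06 in KO IL4 vehicle and 1.11 in KO IL4 RSG, and the mast cell list averaged 5.56 and 6.01 in those groups.

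Few genes were called for RSG alone, without IL-4, in WT macrophages. In the simulation for RSG with IL-4 in WT, 24% of 2-fold changes were called. Few calls therefore do not show a small response. Angptl4, a secreted inhibitor of lipoprotein lipase, rose by 1.93 ± 0.23 (adjusted p = 0.0011). Aspa, which encodes an enzyme that releases acetate from N-acetylaspartate, rose by 2.56 ± 0.22 (adjusted p = 3.0e-05). Qpct, a glutaminyl cyclase gene, fell by 1.89 ± 0.23 and Mmp12, the macrophage elastase, by 1.83 ± 0.25. Fabp4 (0.15 ± 0.16), Cd36 (0.64 ± 0.19, adjusted p = 0.264) and Pdk4, a kinase that restrains glucose oxidation (-1.03 ± 1.01), did not pass the test. Of 20 genes of PPAR-regulated lipid uptake and storage 2 rose, or 3 adjusted over the list alone (median 0.17, adjusted p = 0.0699 with an estimated correlation).

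In WT without IL-4, 25 probe sets (16 genes) rose with RSG and 38 (30 genes) fell; the 39.7% that rose became 28.1% of 253 calls after quantile normalization. Those 253 calls were more than with IL-4 under the same normalization, the reverse of the main fit. The main count rested on a spread pooled over all 24 arrays: the 6 compared arrays alone gave 0 calls with limma. The methods' t-test also gave 0 after adjustment, against 1614 at its unadjusted p. In the fit on all arrays, 3553 passed at limma's unadjusted p. The count of calls was 2 without mouse 1 and 17 without mouse 2. It was 36 without the control vehicle array of mouse 1, and 32 and 39 without the control RSG arrays of mice 1 and 2. Leaving out the stromal-high arrays gave 97. Leaving out also the WT control vehicle array of mouse 3 left 1 array in that group, so the count of that setting is not interpreted. Aspa was called each time 1 mouse or array was left out. Angptl4 was lost without mouse 1 (1.83, adjusted p = 0.0733), Mmp12 without mouse 1, 2 or 3 (adjusted p 0.0733, 0.0607 and 0.0865), and Qpct without mouse 1 or 2 (adjusted p 0.0733 and 0.0607).

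With IL-4 present, RSG in WT raised Angptl4 by 3.21 ± 0.23 (adjusted p = 1.6e-06) and Aspa by 2.73 ± 0.22 (adjusted p = 5.3e-06). Fabp7, another fatty acid binding protein, rose by 2.87 ± 0.30, and Hilpda, a lipid droplet protein gene, by 1.73 ± 0.23. Among enzymes of fatty acid oxidation, Acaa2, the mitochondrial thiolase, rose by 1.13 ± 0.09 (adjusted p = 5.7e-06) and Ech1, an enoyl-CoA isomerase, by 0.81 ± 0.10. The cell-cycle genes Pttg1 and Tk1 rose by 2.78 ± 0.41 and 2.25 ± 0.32. Ppp1r3c, a glycogen-targeting phosphatase subunit gene, fell by 5.55 ± 0.61. Pparg fell by 1.25 ± 0.23 (adjusted p = 0.0124). Fabp4 (0.55 ± 0.16, adjusted p = 0.146), Cd36 (0.49 ± 0.19, adjusted p = 0.376) and Pdk4 (0.90 ± 1.01, adjusted p = 0.894) did not pass the test. The same-mouse changes in mice 1, 2 and 3 were 0.489, 0.612 and 0.561 for Fabp4. They were 0.249, 0.598 and 0.614 for Cd36, and 3.313, -0.182 and -0.441 for Pdk4. Pairs from 3 mice cannot give an exact two-sided p below 0.25.

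Of 21 fatty acid oxidation genes, 3 rose with RSG in WT with IL-4, also 3 adjusted over the list alone (median 0.29, adjusted p = 0.132 with an estimated correlation). In the PPAR-regulated lipid list 2 of 20 rose, or 3 adjusted over the list alone (median 0.23, adjusted p = 0.031 with an estimated correlation). Of 19 proliferation genes 1 rose, or 4 adjusted over the list alone (median 0.36, adjusted p = 0.344 with an estimated correlation). In all, 144 probe sets (100 genes) rose and 159 (112 genes) fell. The count was 120, 133 and 177 without mouse 1, 2 and 3, 190 without the WT IL4 RSG array of mouse 2 and 191 after quantile normalization. The 6 compared arrays alone gave 17 calls and the methods' t-test 0 after adjustment, against 1949 at its unadjusted p. In the fit on all arrays, 4098 passed at limma's unadjusted p. Pparg was lost without mouse 1, 2 or 3 (adjusted p 0.128, 0.132 and 0.106), without the WT IL4 vehicle array or the WT IL4 RSG array of mouse 2 (adjusted p 0.0575 and 0.0543), and after quantile normalization (adjusted p 0.0542).

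**Figure D2:**
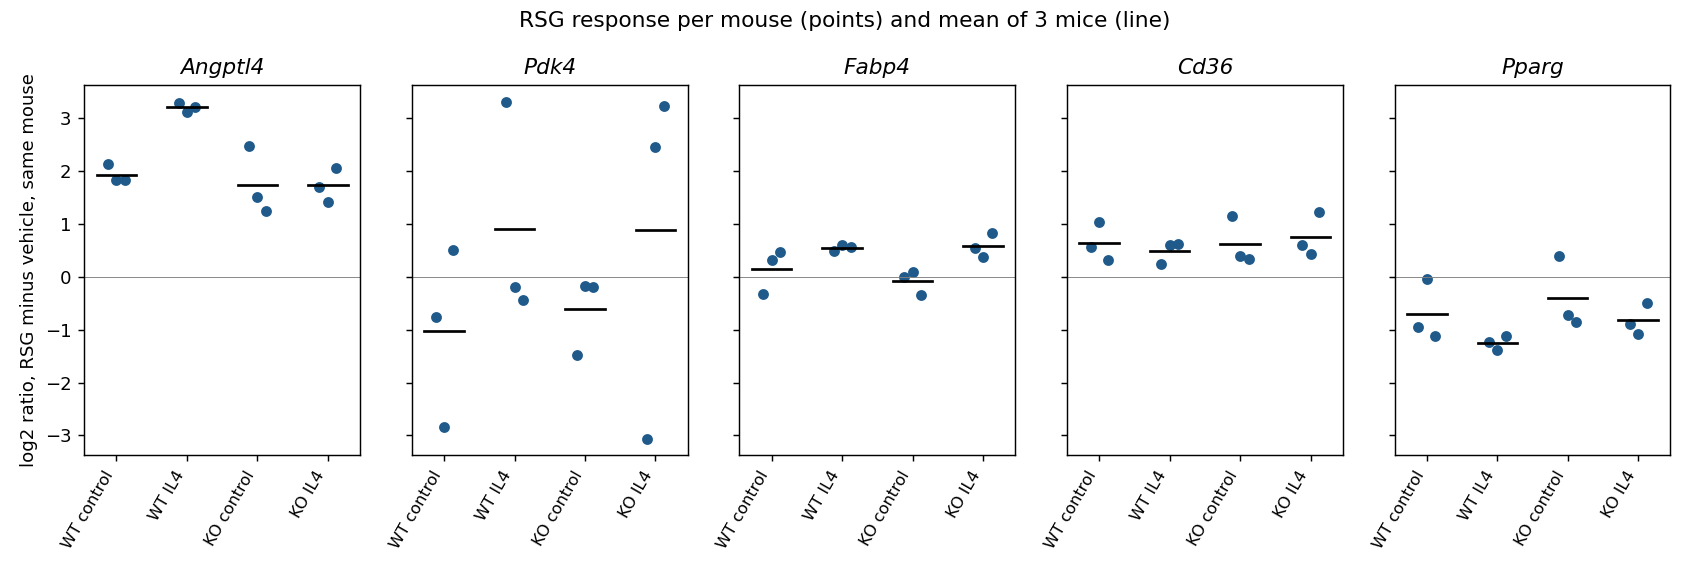
Log2 ratio with RSG minus that with vehicle in the same mouse, for Angptl4, Pdk4, Fabp4, Cd36 and Pparg in 4 settings; points are mice and lines are means of 3 mice. Angptl4 in WT with IL-4 lies between 3.12 and 3.28, and Pdk4 in KO with IL-4 spreads from -3.06 to 3.23.

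In KO without IL-4, RSG raised Angptl4 by 1.74 ± 0.23 (adjusted p = 0.00194) and Cav1, the coat protein of caveolae, by 3.26 ± 0.33 (adjusted p = 2.5e-04). Mmp12 fell by 2.20 ± 0.25, Qpct by 1.91 ± 0.23 and Cd300ld, an immunoglobulin-like surface receptor, by 1.49 ± 0.11 (adjusted p = 3.1e-06). Col4a1, a basement membrane collagen gene, rose by 3.50 ± 0.53. Of 17 markers of stromal fibroblasts, 10 rose adjusted over the list alone but not over all probe sets (median 2.92, adjusted p = 0.0646 with an estimated correlation). The stromal list mean was 1.54, 1.70 and 5.61 on the KO control RSG arrays of mice 4, 5 and 6. Of 20 genes of PPAR-regulated lipid uptake and storage 1 rose, and adjusted over the list alone 3 rose and 1 fell (adjusted p = 0.19 with an estimated correlation).

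RSG raised 39 probe sets (32 genes) and lowered 42 (33 genes) in KO without IL-4. Leaving out mouse 4, 5 or 6 gave 42, 19 or 13 calls, and leaving out the control vehicle array of mouse 5 or 6 gave 43 or 36. The 6 compared arrays alone gave 0 calls with limma, as did the methods' t-test after adjustment, against 1474 at its unadjusted p. In the fit on all arrays, 3705 passed at limma's unadjusted p. Quantile normalization gave 151 calls. Cav1, Mmp12, Qpct and Cd300ld were called each time 1 mouse or array was left out. Angptl4 was lost without mouse 4 (1.38, adjusted p = 0.0557) and Col4a1 without mouse 4, 5 or 6 (adjusted p 0.0696, 0.149 and 0.13).

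In KO with IL-4, RSG lowered genes of the interferon response. Ifit3 fell by 2.90 ± 0.26 (adjusted p = 7.1e-06), Ifit1 by 2.50 ± 0.21 (adjusted p = 4.3e-06) and Mx1 by 2.81 ± 0.29. Stat2, a transcription factor of interferon signalling, fell by 1.34 ± 0.20, and Mmp13, a collagenase, by 2.58 ± 0.33. Of 20 interferon-stimulated genes 19 fell, or 20 adjusted over the list alone (median -2.03, adjusted p = 5.2e-04 with an estimated correlation), and the list mean was 3.06 ± 0.22 with vehicle and 1.11 ± 0.08 with RSG (SD, n = 3). Angptl4 rose by 1.73 ± 0.23 (adjusted p = 3.3e-04), Aspa by 1.95 ± 0.22, Cav1 by 2.17 ± 0.33 and Ech1 by 0.73 ± 0.10. Of the PPAR-regulated lipid genes 1 of 20 rose, or 4 adjusted over the list alone (median 0.42, adjusted p = 0.0646 with an estimated correlation).

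RSG raised 61 probe sets (47 genes) and lowered 188 (133 genes) in KO with IL-4. The count was 112 without mouse 5, 105 without mouse 6 and 165 without the KO IL4 vehicle array of mouse 6. The 6 compared arrays alone gave 0 calls with limma and the methods' t-test gave 1 after adjustment, against 1895 at its unadjusted p. In the fit on all arrays, 3942 passed at limma's unadjusted p. Of 23 called genes that the naming rule picked here, 11 held each time 1 mouse or array was left out, including those given above. The other 12 were lost at least once, among them Cxcl10 and Mx2 without mouse 5 (adjusted p 0.34 and 0.139).

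Whether IL-4 altered the RSG response in WT was tested as an interaction, the direct test of augmentation. It called 5 probe sets, 4 with a larger change with IL-4 and 1 with a smaller change. The named ones were Acaa2 (1.02 ± 0.13, adjusted p = 0.00975), Brca1, a DNA repair gene (2.51 ± 0.32, adjusted p = 0.00975), and Tgm2, a transglutaminase gene (1.54 ± 0.24, adjusted p = 0.0456). Angptl4 differed by 1.27 ± 0.32, which did not pass after adjustment over all 45037 probe sets (adjusted p = 0.291). Fabp4 differed by 0.40 ± 0.22 (adjusted p = 0.866). For a single gene, a missing call after that adjustment does not show an absence of augmentation. The same-mouse RSG changes of Angptl4 lay between 3.12 and 3.28 with IL-4 and between 1.83 and 2.13 without it, and were larger with IL-4 in each of the 3 mice; 3 pairs cannot give an exact two-sided p below 0.25. Of 19 proliferation genes 7 had a larger change with IL-4 adjusted over the list alone but not over all probe sets (median 0.93, adjusted p = 0.0864 with an estimated correlation). With the mouse as a block 3 probe sets were called, with centred arrays 25 of which 60% were larger against 80.0% in the main test, without a variance trend 13, and in the fit on the compared arrays alone 0 with limma, where 2806 passed at an unadjusted p in the fit on all arrays. Without mouse 2 or mouse 3 limma called 0, and Acaa2 and Brca1 were lost without mouse 1, 2 or 3 (for Acaa2 adjusted p 0.233, 0.107 and 0.123, for Brca1 0.128, 0.107 and 0.0512). Without the WT control vehicle array of mouse 1, 2 or 3 the count was 3, 12 or 13, without the WT IL4 vehicle array of mouse 1, 2 or 3 it was 10, 2 or 14, without the WT IL4 RSG array of mouse 1 or 2 it was 3 or 2, and without the WT control RSG array of mouse 2 it was 3. It was 16 without the stromal-high arrays. Leaving out also the WT control vehicle array of mouse 3 left 1 array in that group, so the count of that setting is not interpreted. Tgm2 was lost with the mouse as a block (adjusted p 0.0728) and without mouse 1, 2 or 3 (adjusted p 0.163, 0.107 and 0.0846). It was also lost without the WT control vehicle array of mouse 1 or 3 (0.117 and 0.051), the WT control RSG array of mouse 1 or 2 (0.107 and 0.0915), the WT IL4 vehicle array of mouse 1 or 2 (0.0503 and 0.0851) or the WT IL4 RSG array of mouse 1, 2 or 3 (0.0536, 0.104 and 0.0655), all adjusted p values.

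Whether the RSG response with IL-4 differed by genotype was tested in the same way. Ifit1 had a higher RSG change in WT by 3.85 ± 0.30 (adjusted p = 3.3e-06), Ifit3 by 3.40 ± 0.36 (adjusted p = 1.8e-04) and Mx1 by 3.11 ± 0.41. Of 20 interferon-stimulated genes 18 had a higher change in WT, or 20 adjusted over the list alone (median 2.27, adjusted p = 5.2e-04 with an estimated correlation). Prkcb, a protein kinase C gene, had a lower change in WT (-1.77 ± 0.25). Angptl4 differed by 1.47 ± 0.32, which did not pass after adjustment over all probe sets (adjusted p = 0.0568), and Fabp4 by -0.03 ± 0.22 (adjusted p = 0.99). For Angptl4 the missing call does not show an equal response in both genotypes. Of 159 probe sets called, 119 (86 genes) had a higher and 40 (32 genes) a lower change in WT; the 74.8% that were higher became 90% of 50 calls after quantile normalization, where Mx1 was not called (2.26, adjusted p = 0.054), and the 12 compared arrays alone gave 94 calls. Leaving out mouse 1, 2, 4, 5 or 6 gave 76, 64, 100, 43 or 49. Leaving out the WT IL4 vehicle array of mouse 1 or 2 gave 97 or 103, the WT IL4 RSG array of mouse 2 gave 99, and the KO IL4 vehicle or RSG array of mouse 6 gave 100 or 104.

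Without IL-4, the genotypes differed in the RSG response of 5 probe sets, 1 with a higher and 4 with a lower change in WT. Ptx3, a pentraxin of innate immunity, differed by -7.54 ± 1.04 (adjusted p = 0.0134) and F3, which encodes tissue factor, by -4.90 ± 0.72 (adjusted p = 0.0212). Both were lost without the stromal-high arrays, where the differences were still -6.24 and -4.10 (adjusted p 0.0692 and 0.119), and without mouse 1 (adjusted p 0.174 and 0.163) or mouse 2 (adjusted p 0.405 and 0.406), and F3 also with the mouse as a block (adjusted p 0.102). Ptx3 was also lost without mouse 4, 5 or 6 (adjusted p 0.119, 0.0603 and 0.0803) and without the WT control vehicle or RSG array of mouse 2 (adjusted p 0.0527 and 0.0605). F3 was also lost without mouse 3, 5 or 6 (adjusted p 0.184, 0.16 and 0.173), the WT control vehicle array of mouse 2 or 3 (adjusted p 0.0841 and 0.0582), the WT control RSG array of mouse 2 (adjusted p 0.0605), the KO control vehicle array of mouse 5 or 6 (adjusted p 0.0576 and 0.0816) or the KO control RSG array of mouse 5 (adjusted p 0.0527). Of 17 stromal markers 12 had a lower change in WT adjusted over the list alone but not over all probe sets (median -4.86, adjusted p = 0.0506 with an estimated correlation). The 20.0% of calls that were higher in WT became 6.7% of 15 after quantile normalization. Limma called 0 without mouse 1 or 2 and in the fit on the 12 compared arrays, where 2474 passed at an unadjusted p in the fit on all arrays. It called 8 without mouse 3, 1 without mouse 4 or 6, 2 without the WT control vehicle or RSG array of mouse 2, and 8 without the WT control RSG array of mouse 3. Without the KO control vehicle array of mouse 4 or 6 it called 9 or 3. Without the KO control RSG array of mouse 6 it called 8, and without the stromal-high arrays 3. Leaving out also the WT control vehicle array of mouse 3 left 1 array in that group, so the count of that setting is not interpreted.

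The 3-way test asked whether the effect of IL-4 on the RSG response differed by genotype, and 13 probe sets had a positive and 2 a negative difference. Ifit1 was among them (3.43 ± 0.42, adjusted p = 0.00273). Of 20 interferon-stimulated genes 3 were called, or 20 adjusted over the list alone (median 2.17, adjusted p = 0.00223 with an estimated correlation). Ifit1 was lost without mouse 1 (adjusted p 0.0908) or mouse 5 (adjusted p 0.117) and after quantile normalization (adjusted p 0.0593). The count was 1, 6, 2 and 9 without mouse 1, 2, 5 and 6. It was 25 without the WT control RSG array of mouse 3, 29 without the WT IL4 vehicle array of mouse 3, 25 without the KO IL4 vehicle array of mouse 4 and 9 without the KO IL4 RSG array of mouse 5. Centred arrays gave 49 and probe sets with a median of 1 gave 24. Leaving out the stromal-high arrays and the WT control vehicle array of mouse 3 left 1 array in that group. The count of that setting is not interpreted.

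STAT6 dependence of the RSG response was counted in 2 ways. Of 144 probe sets that RSG raised in WT with IL-4, 122 were not called in KO, a share of 84.7% (95% Wilson interval 78.0% to 89.7%). A probe set that misses the threshold in KO is not shown to differ between genotypes, and the test of that difference called 18 of the 144, or 12.5% (8.1% to 18.9%). Among 159 lowered probe sets the shares were 95% (90.4% to 97.4%) and 14.5% (9.8% to 20.8%). Ranges come from counting error only. The first share was 93.1% without mouse 5 or mouse 6, 90.3% without the KO IL4 vehicle array of mouse 4 or the KO IL4 RSG array of mouse 5, and 91.0% without the KO IL4 RSG array of mouse 6. The direct share moved further: it was 2.1% without mouse 5, 4.2% without mouse 6, 7.6% without mouse 4, 20.0% without mouse 3, 21.0% without the WT IL4 vehicle array of mouse 3, 6.9% without the KO IL4 RSG array of mouse 4, 6.2% without the KO IL4 vehicle array of mouse 5 or 6, and 8.3% without the KO IL4 RSG array of mouse 5 or 6.

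RSG-regulated probe sets overlapped between settings, and Angptl4 rose in all 4. In WT, 8 raised and 14 lowered probe sets were shared with and without IL-4, against 0.0799 and 0.134 for independent lists. Without IL-4, WT and KO shared 7 raised and 22 lowered, against 0.0216 and 0.0354, and with IL-4 they shared 22 and 8, against 0.195 and 0.664. These pairs of comparisons have no array in common, and over all probe sets their changes had correlations near 0 (Pearson r = 0.046, -0.044 and 0.038). The IL-4 responses of WT and KO shared 366 raised probe sets (138 for independent lists) and 675 lowered (200), while 281 of those raised in WT fell in KO and 309 of those lowered in WT rose in KO (r = 0.061 over all probe sets).

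Probe sets raised by RSG in WT with IL-4 were set against the IL-4 response, which uses the same WT IL4 vehicle arrays. Of the 144 raised, including Angptl4, 61 had fallen with IL-4 and 26 had risen, against 8.68 and 10.2 for independent lists. Of the 159 lowered, including Pparg, 63 had risen and 27 had fallen, against 11.3 and 9.59. An IL-4 change of opposite sign was seen in 63.2% of raised and 59.1% of lowered probe sets. In 20 simulations of unchanged groups that shared those arrays, 93.5% (88.9% to 96.5%) and 92.8% (89.9% to 98.7%) had opposite signs. Part of the overlap may therefore come from the shared arrays. Where probe sets were selected by size of RSG increase in some mice and measured in the mouse left out, 51.3% (48.0% to 53.0%) were lower with IL-4. That selection was not the 144 called probe sets, so its share cannot decide how much of their overlap is real.

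The size of the RSG response was also measured on the probe sets with the largest increases in other mice, so that selection did not enter the value. The 100 probe sets with the largest RSG increase in WT with IL-4 had a median of 3.75 in the mice used to select them and a mean of 0.49 ± 0.288 in the WT mouse left out (SD, n = 3). Most of the increase seen at selection thus did not recur. The values below are for probe sets picked in this way and do not give the response of called genes such as Angptl4. In the same WT mice without IL-4 the change was 0.154 ± 0.35 (exact two-sided permutation test against that with IL-4, p = 0.5, smallest possible 0.25). In KO it was 0.231 ± 0.084 with IL-4 (exact p = 0.2 against WT, smallest possible 0.1) and 0.014 ± 0.078 without IL-4. Among probe sets with a median of 1 the exact p was 0.25 for WT without IL-4 and 0.1 for KO with IL-4 (0.153 ± 0.16), the smallest possible, with 200 probe sets it was 0.5 and 0.1 (KO with IL-4 0.16 ± 0.077), and with 50 it was 0.5 and 0.3 (0.267 ± 0.094). In KO without IL-4 the mean was 0.094, 0.06 and 0.026 with 50 probe sets, 200 probe sets and a median of 1. With so few mice, this exact test cannot reach a p of 0.05.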

Values the study reported

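The study reported 45 genes induced by RSG without IL-4 and 158 with IL-4 in wild-type macrophages. Of 225 RSG-induced genes, it described 82% as dependent on STAT6, and named the 45 and 158 genes as that part. Whether 45 and 158 are whole counts or only a part is therefore unclear. The study gave 173 and 176 genes repressed by RSG without and with IL-4.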

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

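Tests of a lower macrophage share, of mixing and of a swap for mouse 3, and of an RSG response of stromal markers were chosen only after the result was seen.

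The tests of differences between groups called 6688 probe sets for the IL-4 response by genotype, 159 for the RSG response by genotype with IL-4, 5 for the RSG response by genotype without IL-4, 5 for the RSG response by IL-4 in WT and 15 for the 3-way difference. Among gene lists, the IL-4 response differed between WT and KO, with lower changes in WT, for proinflammatory genes (median -3.70), interferon-stimulated genes (-4.36), proliferation (-2.68), neutrophil and granule precursor markers (-7.90), mast cell and basophil markers (-5.99), lymphocyte markers (-3.94) and erythroid and megakaryocyte markers (-1.13). Interferon-stimulated genes also differed in the RSG response by genotype with IL-4 (2.27) and in the 3-way test (2.17). Single genes with a different IL-4 response were Pparg (1.92), Fabp4 (1.30), Mrc1 (2.12), Cd36 (2.08), Scd1 (2.06) and Alox15 (-4.61). Scd1, a fatty acid desaturase gene, was lost without mouse 1, 2, 3 or 4 (adjusted p 0.144, 0.159, 0.133 and 0.188), without any of 10 single arrays (adjusted p 0.0524 to 0.123) and after quantile normalization (1.89, adjusted p 0.0767). Alox15 was lost without mouse 5 (adjusted p 0.0727) or mouse 6 (adjusted p 0.1) and after quantile normalization (-3.73, adjusted p 0.0825).

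Markers of several other blood cell types were higher in KO IL4 arrays. Scaling alone is argued against, since the mast cell median was 6.58 before and 4.866 after quantile normalization. For a lower share of macrophages, the mast cell mean was compared with the stromal mean: it rose by 6.287 more than the stromal mean, which changed by -0.14. That comparison cannot decide, since a lower share need not raise the markers of every other cell type alike. The macrophage identity mean showed no fall, with 0.09 ± 0.05 in KO control vehicle and 0.11 ± 0.08 in KO IL4 vehicle arrays (SD, n = 3). Other cell types in these cultures may account for the higher markers: mast cell markers varied together between KO IL4 arrays of the same group, with a median correlation of 0.846 against 0.31 for random lists (95th percentile 0.587, 1000 draws). Expression of these markers by STAT6-deficient macrophages themselves was not tested and stays open.

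IL-4-induced genes were raised on the WT control vehicle array of mouse 3. A swap with a WT IL-4 array is argued against, since the lowest alternative activation mean among WT IL4 vehicle arrays was 2.784 and that of the array in question 0.91. Material from an IL-4 culture might have been mixed in, but this cannot be told: the share of the IL-4 level spread from -8.79% to 125.5% over induced genes (10th to 90th percentile), wider than the -22.9% to 48.3% and -27.4% to 45.8% of known mixtures of 12.95% made from mouse 1 and mouse 2, and the test is void, since both known mixtures were turned down by the same bound. Over the 50 most induced genes the share spread from -0.159% to 17.2%, against -0.937% to 4.08% and 1.66% to 6.5% for known mixtures of 2.84%, of which the one from mouse 2 met the bound for mixing and the one from mouse 1 was turned down. A difference of this mouse or culture was not tested.

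Stromal fibroblast markers were raised on some arrays without IL-4. Scaling is argued against, since their range over the WT control vehicle arrays was 3.752 before and 3.85 after quantile normalization. Stromal cells in some cultures may be the source, since the markers varied together with a median correlation of 0.647 against 0.032 for random lists (95th percentile 0.161). A response to RSG in KO cannot be told apart from this, since the mean was 3.081 higher with RSG in KO without IL-4 and which of these cultures held stromal cells is unknown.

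The groups of 3 arrays allow too few splits for a share under 0.05: 10 per comparison, or 4 for the RSG response by IL-4 in WT. In each comparison 1 split, the real one, gave as many calls. Every other split mixes arrays of the real groups, so real differences between them enter its spread and lower its calls. The other counts therefore cannot show how many calls would arise by chance, for the interactions as well. The real count and the highest of the other splits were 5916 and 1 for IL-4 in WT, 5268 and 3 for IL-4 in KO, 6688 and 2 for IL-4 by genotype, 63 and 2 for RSG in WT without IL-4, 303 and 6 with IL-4, 81 and 3 for RSG in KO without IL-4, 249 and 5 with IL-4. They were 5 and 0 for RSG by IL-4 in WT, 159 and 0 for RSG by genotype with IL-4, 5 and 0 without IL-4, 15 and 1 for the 3-way test, 78 and 3 for KO against WT without IL-4 and 10994 and 3 with IL-4; all counts are from limma. Among the 4 splits that part every same-mouse pair, the highest other was 1 and 2 for IL-4 in WT and KO, 1 and 4 for RSG in WT without and with IL-4, and 2 and 2 in KO.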

How the results depend on the processing

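Testing only probe sets with a median of 1 and leaving out stromal-high or otherwise doubted arrays were chosen only after the result was seen. No gene or list result turned direction under any alternative run. Of the gene alternatives 8477 kept their side of the threshold and 1780 lost it, for 295 of 517 results; of the list alternatives 333 kept it and 95 lost it, for 82 of 107, mainly with an estimated correlation, under which 25 held. Of comparison-level values 216 stayed and 120 moved. The gene tallies include the setting without all doubted arrays, which left 1 WT control vehicle array. The planned filter on the mean was not run. Unless stated, the cause was not tested.

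Fits on the compared arrays alone, which have fewer arrays to estimate the spread, called 3653 for IL-4 in WT, 2986 for IL-4 in KO, 17 for RSG with IL-4 in WT, 94 for RSG by genotype with IL-4, and 0 with limma for the other RSG responses, for RSG by IL-4, for RSG by genotype without IL-4 and for KO against WT without IL-4. The methods' t-test called 2914 and 3157 for IL-4 in WT and KO. After adjustment it called 0, 0, 0 and 1 for RSG in WT without and with IL-4 and in KO without and with IL-4, and 0 for KO against WT without IL-4, against 1614, 1949, 1474, 1895 and 1716 at an unadjusted p and 63, 303, 81, 249 and 78 with limma. Quantile normalization gave 4235 for IL-4 by genotype, 253, 191 and 151 for RSG in WT without IL-4, in WT with IL-4 and in KO without IL-4, 50 and 15 for RSG by genotype with and without IL-4, and 244 and 7096 for KO against WT without and with IL-4. RSG in WT then had more calls without IL-4 than with it, the reverse of 63 and 303 in the main fit. Centring gave 25 for RSG by IL-4 and 49 for the 3-way test. Without a trend RSG by IL-4 gave 13 and KO against WT without IL-4 49. With a median of 1 the 3-way test gave 24. The mouse as a block gave 3 for RSG by IL-4, where the unblocked count was 5, and moved no other count by over 1.5 times; of the gene calls in the report it ended those of Tgm2 for RSG by IL-4 and F3 for RSG by genotype without IL-4 and no other. Leaving out the stromal-high arrays gave 97 for RSG in WT without IL-4, 16 for RSG by IL-4, 3 for RSG by genotype without IL-4 and 48 for KO against WT without IL-4. The setting without all doubted arrays left 1 WT control vehicle array, so its counts, listed next, are not interpreted. Leaving out all doubted arrays gave 3921 for IL-4 by genotype, 166 for RSG in WT without IL-4, 57 for RSG by IL-4, 22 for RSG by genotype without IL-4 and 25 for the 3-way test. The STAT6-dependent share was 91.6% with the t-test at an unadjusted p and 12.5% by interaction, and the size in KO without IL-4 was 0.094 with 50 probe sets.

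Leaving out 1 mouse or array gave 4348 to 5686 for IL-4 in WT, 3742 to 5144 for IL-4 in KO, 4702 to 7217 for IL-4 by genotype, 2 to 82 and 120 to 297 for RSG in WT without and with IL-4, 13 to 73 and 105 to 251 for RSG in KO, 0 to 14 for RSG by IL-4 with limma, 43 to 155 and 0 to 9 for RSG by genotype with and without IL-4, 1 to 29 for the 3-way test, 34 to 61 and 9726 to 10821 for KO against WT without and with IL-4, and 83.5% to 93.1% for the STAT6-dependent share. Signal over background is unknown on ratios, so what it limits was not tested.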

Other observations

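The tests below were not chosen after the result was seen.

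With IL-4 in KO, 8 of 12 MHC class II and costimulation genes rose, also 8 adjusted over the list alone (median 1.54, adjusted p = 0.0621 with an estimated correlation), among them H2-Ab1, a class II beta chain gene, by 2.32 ± 0.42. In WT, 2 of the 12 rose and 2 fell, or 4 and 3 adjusted over the list alone (median 0.36, adjusted p = 0.978 with an estimated correlation). H2-Ab1 rose there by 1.97 ± 0.42 (adjusted p = 0.00249), which was lost without mouse 1 or 2 (adjusted p 0.071 and 0.0758) and in the fit on the compared arrays alone (0.0725), Cd74, the invariant chain gene, by 1.78 ± 0.41 (adjusted p = 0.0042), lost in the same settings (adjusted p 0.0773, 0.0915 and 0.0896), while Cd86, a costimulatory receptor ligand, fell by 2.10 ± 0.21. Of 15 cholesterol synthesis genes 10 fell in KO, or 11 adjusted over the list alone (median -0.94, adjusted p = 0.458 with an estimated correlation). Of 11 LXR targets and cholesterol efflux genes 4 rose and 3 fell with IL-4 in WT, also adjusted over the list alone (median 0.20, adjusted p = 0.975 with an estimated correlation). Abcg1, a cholesterol exporter, rose by 1.83 ± 0.19, while Apoe, an apolipoprotein that carries cholesterol, fell by 2.10 ± 0.27. Cish, an inhibitor of cytokine signalling, rose by 3.52 ± 0.21 in WT and by 2.39 ± 0.21 in KO.

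At the thresholds of the study's methods, the methods' t-test gave 0 probe sets raised by RSG in WT without IL-4 and 0 with IL-4, where limma gave 25 and 144. Both t-test counts are lower than the values quoted from the study above, which may cover only the STAT6-dependent part of the induced genes. Probe sets lowered by RSG in WT numbered 0 without and 0 with IL-4 by the methods' t-test, where limma gave 38 and 159. Both t-test counts are lower than the quoted ones. The t-test here used the deposited ratios without the study's division by the vehicle control and counted probe sets, so its input was not that of the study, and the reason for the gap is left open. At an unadjusted p the t-test called 1614 and 1949 probe sets in both directions together. Probe sets raised by RSG in WT in either state numbered 161 with limma, and 132 of them were not raised in KO in either state.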
